# Transcriptomic Response to Neuromuscular Electrical Stimulation in Muscle, Brain, and Plasma EVs in WT and Klotho-Deficient Mice

**DOI:** 10.3390/ijms26167849

**Published:** 2025-08-14

**Authors:** Catherine Anne Cavanaugh, Amanda E. Moore, Nicholas Francis Fitz, Iliya Lefterov, Radosveta Koldamova

**Keywords:** NMES, extracellular vesicles, Klotho, muscle, brain, RNA-seq, non-coding RNAs, metabolism

## Abstract

Neuromuscular electrical stimulation (NMES) has been shown to improve motor activities and daily living. Prior studies indicated extracellular vesicles (EVs) play a role in cellular communication. Here, we evaluated transcriptomic profiles of tibialis muscle, brain, and plasma-derived EVs following NMES in wild type (WT) and *Klotho* heterozygous (Kl^HET^) mice. Muscle RNA-seq data demonstrated that, in both genotypes, the most upregulated functional categories were related to glucose metabolism and response to insulin, with pathways uniquely affected in each genotype. There was a similarity of the non-coding RNA transcriptome of plasma EVs, with functional patterns suggesting response to oxygen and insulin and long-term synaptic potentiation. The brain transcriptome showed little functional overlap between WT and Kl^HET^ mice. In WT, brain upregulation of genes was related to blood flow and cell adhesion processes, while Kl^HET^ showed upregulation of immune function. The results indicate that similar metabolic function is impacted in the location of stimulation, but the distal impact of stimulation on the brain is associated with Klotho deficiency.

## 1. Introduction

Neuromuscular electrical stimulation (NMES) of muscle contractile activity is a noninvasive approach aimed at improving activities of daily living and functional motor ability in elderly and post-stroke patients (Figure 1A) [1,2]. Beneficial for muscular angiogenesis, muscular tetanic specific force, cognitive function, and increasing glycemic control, NMES serves as a supplement to therapeutic recovery efforts and a treatment option with benefit in individuals with metabolic syndrome and venous disease [1,3,4,5]. Given that progressive neurodegenerative diseases such as Alzheimer’s Disease show strong links to inactivity, NMES’s positive effect on blood flow may provide insight into slowing neurodegenerative processes [6].

Emerging information regarding communication between the muscle and brain shows that proteins produced by differentially expressed genes (DEGs), likely carried from the stimulation source by extracellular vesicles (EVs), travel through the bloodstream to the destination tissue, allowing for tissue crosstalk [7]. This finds additional support in similar DEGs from muscle tissue post-direct electrical stimulation and post-aerobic exercise, indicating similar localized benefits and genes with functions such as cell migration, regulating apoptosis, and cell attachment are downregulated in muscle cases of NMES and aerobic exercise compared to controls, while glucose metabolism is upregulated [8]. Further studies indicate that messenger RNAs (mRNAs) and non-coding RNAs (ncRNA) carried by EVs can regulate functions within the tissue, leading to physiological benefits post-exercise [9,10]. Transcriptomic effects are seen by functional RNA molecules that regulate gene expression but do not code for proteins; they are called non-coding RNAs (ncRNAs) and include microRNAs (miRNAs), small nucleolar RNAs (snoRNAs), circular RNAs (circRNAs), transfer RNAs (tRNAs), and small nuclear RNAs (snRNAs), among others [11]. Altered ncRNA expression has been shown to impact synaptic plasticity, neuronal function, and clearing of amyloid-beta and tau, directly linking it to neurodegenerative disease function [12,13]. Therefore, in two of our previous studies, we utilized heterochronic blood exchange and tail vein EV injections to better understand the role of circulating neuroprotective young EVs in improving cognitive function [14,15]. Considering the importance of the EVs’ contents—proteins, lipids, ncRNA, and mRNA—being transported between tissues, greater understanding of how DEGs post-exercise regulate the vesicle contents is an important research question. Exosomes and EVs were shown before to enter the brain by crossing the blood–brain barrier (BBB) or cerebrospinal fluid (CSF) barrier [16], and several mechanisms of BBB penetration, such as protein-mediated transport, receptor-mediated transcytosis, transcellular diffusion, and adsorptive-mediated diffusion, have been noted [17,18].

Exerkines are a class of signaling molecules stimulated by exercise that activate the autocrine, paracrine, and/or endocrine systems [19]. The *Klotho* gene encodes the KLOTHO protein, which is expressed in skeletal muscle, kidney, and the choroid plexus, as well as becoming soluble in plasma when cleaved from the membrane via beta-site amyloid precursor protein cleaving enzyme 1 (BACE1), a disintegrin and metalloproteinase domain-containing protein 10 (ADAM-10) or a disintegrin and metalloproteinase domain-containing protein 17 (ADAM-17) [20]. Because *Klotho*-deficient mouse models display reduced lifespan and cognition, while *Klotho*-overexpressing mice live longer, *Klotho* is a focus of various fields of research, including neurodegenerative, musculoskeletal, and aging research [21,22,23]. Various articles have discussed the involvement of Klotho overexpression in mediating amyloid-beta (Aβ) clearance and improving cognition in AD mouse models, and higher levels of circulating KLOTHO in humans are associated with a lower risk of AD [24]. Therefore, the transcriptomic mimicking of neurodegenerative aging effects provided by the deficiency of KLOTHO is why we use this model [24].

This study, with design indicated in Figure 1, evaluated how NMES treatment affected the muscle and brain transcriptome, as well as non-coding RNA expression in plasma EVs. To determine the role of KLOTHO deficiency on these parameters, we used previously established NMES protocols to compare the NMES effect in wild-type (WT) and KLOTHO-deficient (Kl^HET^) mice [25]. We performed bulk RNA-seq on brain and muscle tissue to determine the effect of treatment and genotype. We showed that in muscle mRNA and plasma-derived EV ncRNA, both genotypes included functional overlap related to insulin response. However, the brain transcriptome showed little functional overlap between WT and Kl^HET^ mice, with WT demonstrating upregulation of genes related to blood flow and cell adhesion processes, while Kl^HET^ showed upregulation of immune function. This study aims to elucidate the role of localized stimulation and metabolic impact on the brain via EV ncRNA trafficking.

## 2. Results

### 2.1. NMES Treatment Activates Metabolic Response in Muscle Tissue Similarly in WT and Kl^HET^ Mice

Muscle gene expression profiling was performed by RNA-seq on dissected muscle from WT and Kl^HET^ mice that underwent NMES treatment, and edgeR was utilized to identify DEGs between treatment groups. Our first goal was to determine the effect of NMES, and we compared muscle-derived mRNA data from all NMES-treated mice to control mice (Figure 2A,B and Supplemental Table S1). The heatmap shown in panel A was generated by the GSEA enrichment scores of differentially expressed genes (DEGs) and demonstrates that top up- and downregulated genes from both genotypes have the same pattern and are affected in the same direction. Some notable genes included are *Agt*, *Dlk1*, *Mustn1*, and *Mylk2*, all of which have previously been related to muscular training and metabolic functions [26,27,28,29]. The top biological processes upregulated by NMES are monosaccharide catabolic processes, glycolysis (through F6P), glucose catabolic processes, and glycolysis (through G6P), regulation of muscle adaptation, G3P metabolic processes, purine nucleoside metabolic processes (abbreviated as PNMP), and proton transmembrane transport, as seen in Figure 2B (left panel). Figure 2B (right panel) illustrates downregulated functions in NMES versus controls and includes the epithelial-to-mesenchymal transition, regulation of plasma lipoprotein levels, regulation of FGF receptor signaling, and sprouting angiogenesis. Terms written in red indicate functional overlap with comparisons in Figure 2B,D. Enrichment reports for selected terms, including the glycolytic process through F6P and the glucose catabolic process, are shown in Supplemental Figure S1. Enrichment plots show a similarity of shape and enrichment score for all NMES vs. all control (Figure S1A), WT NMES vs. WT control (Figure S1B), and Kl^HET^ NMES vs. Kl^HET^ control (Figure S1C), indicating that the biological processes derived from including all genotypes in the NMES vs. control comparison are methodologically sound.

We next compared how each genotype responds to the treatment. The left panel volcano plot in Figure 2C illustrates DEGs in WT NMES versus WT control and the right DEGs from the same comparison in Kl^HET^ mice (Supplemental Table S1). A comparison of the overlap between these gene sets is included in Supplemental Figure S2, with 191 upregulated and 81 downregulated genes overlapping (Supplemental Figure S2A). As shown in Supplemental Figure S2, the top upregulated categories confirmed the GSEA results, namely that NMES increased glucose metabolism. Then, the DEGs from Figure 2C were analyzed using DAVID to compare whether WT and Kl^HET^ experience different responses to NMES treatment. The top upregulated GO term categories in both genotypes include glycolysis, mRNA processing, gluconeogenesis, skeletal muscle tissue development, and response to insulin stimulus (Figure 2D, left). It should be noted that in addition to the common DEGs, the top GO categories also included unique significant genes in each genotype. For example, *Erfe*/erythroferrone, which is highly expressed in skeletal muscle and is a part of gluconeogenesis, was differentially upregulated by NMES only in WT but not in Kl^HET^ mice [30]. Overall, the shared upregulated GO terms between the two genotypes after NMES (glycolysis, gluconeogenesis, and insulin response) are predominantly related to metabolic function, emphasizing the relationship between localized muscular treatment and transcriptomic metabolic benefit. Uniquely upregulated in WT is regulation of cell cycle (*Lep)*. Additionally, *Ostn* (Osteocrin/Musclin), a myokine primarily expressed in skeletal muscle and released during muscle activity, has been shown to enhance physical endurance and is upregulated only in WT but not in Kl^HET^ mice. Uniquely upregulated in Kl^HET^ mice are fatty acid metabolic processes (*Fasn*), tricarboxylic acid cycle (*Sucgl1*), aerobic respiration (*Ndufa8*), and sarcomere organization (*Myom2*).

Notably, the data indicate similar overlap from downregulated DEGs in Figure 2C, left. The top downregulated GO terms that overlap in WT NMES and Kl^HET^ NMES compared to the respective control conditions include extracellular matrix organization, cell adhesion, and collagen fibril organization, with numerous collagen genes such as *Col1a1* and *Col15a1* and metalloproteases such as *Mmp9* (Figure 2D) [31,32]. While cell adhesion is downregulated in both WT and Kl^HET^, the genes comprising the same GO term vary by genotype. Kl^HET^ genes within the category were predominantly protocadherin genes such as *Pcdhga10* and *Pcdhga6,* which are associated with muscle frailty in older adults, while the WT had only three protocadherin genes (*Pcdhgb7*, *Pcdhga4*, and *Pcdh17*) but more collagen genes (*Col1a1*) and integrin genes (*Itga1*) [33]. Notably, the GO term for collagen fibril organization is only downregulated in WT NMES vs. WT control conditions but not in the Kl^HET^ comparison, supporting this gene difference. The comparison of gene lists comprising each GO term provides further support for the conclusion that, while gene function is similar, the specific DEGs comprising each term vary, which indicates a potentially genotype-mediated transcriptomic response to localized exercise.

### 2.2. KLOTHO Deficiency Significantly Affects Muscle Transcriptome

Comparisons by genotype examined through muscle gene expression profiling, as shown in Figure 2, identified DEGs between genotype groups to indicate the role of klotho deficiency in skeletal muscle (Figure 3A and Supplemental Table S1). The volcano plot in Figure 3A (upper panel) shows 1077 up- and 282 downregulated DEGs when comparing NMES treatment by genotype, including genes such as *Aimp2,* which is likely involved in the pathogenesis of Parkinson’s disease and related to protein synthesis and cell death [34]. Additionally, the lower panel in Figure 3A notes 525 upregulated genes, such as *Lama3,* which is involved in the structural organization of skeletal muscle, and *Pck1*, which is involved in both carbohydrate and lipid metabolism, as well as 124 downregulated DEGs, when comparing control conditions by genotype [35,36]. To determine similarities between gene expression in Kl^HET^ and WT genotypes, we created a heatmap of DEGs from Figure 3A, finding that most top upregulated and downregulated genes are impacted in the same direction for each genotype, regardless of treatment (Figure 3B). Given the large number of upregulated DEGs, REVIGO was used for visualization of GO terms, while bubble plots remained a better representation of GO terms for downregulation. Genotype comparisons within NMES treatment show upregulation of muscular cell processes (*Col18a1*), cellular organization (*Csf1r* and *Itgb4*), and connective tissue development (*Myo5a* and *Col18a1*) and a downregulation of translation (*Aimp2* and *Rpl32*) and transcriptional processes (*Myc*) (Figure 3C). In Figure 3D, control condition comparisons by genotype revealed upregulation in immune modification (*Ifit1*), lipid metabolism (*Pck1* and *Lrrc8c*), and coronary muscular development (*Lrp1*), while translation (*Rpl3*) and transmembrane transport (*Cox7a1*) were downregulated. The increased expression of genes associated with the immune response in Kl^HET^ NMES mice vs. WT NMES suggests that the lack of KLOTHO predisposes the more vulnerable animals to immune dysregulation following exercise, a process which notes additional immune stress [37,38].

The Venn diagram illustrates a larger overlap in common upregulated DEGs than downregulated DEGs (Figure 3E) and provides support for the greater GO term overlap in upregulated terms between the NMES and control conditions than downregulation, as shown in Figure 3F.

Notably, shared upregulated GO terms related to structural function include cell adhesion, cell migration, and extracellular organization, all of which share a substantial percentage of genes when comparing exercise conditions. This is likely due to genotype’s impact on animal genome. However, collagen fibril organization and actin cytoskeleton organization are only upregulated in Kl^HET^ versus WT in the NMES treatment condition, which indicates a potential structural increase in muscle that is a result specific to KLOTHO-deficient mice from NMES exercise treatment (Figure 3F, left). The downregulated GO term overlap is minimal and only includes processes related to translation and proton motive force-driven ATP synthesis (Figure 3F, right).

### 2.3. Functional Patterns Emerge in Small Non-Coding RNA Signatures of Plasma EVs Associated with NMES in WT and Kl^HET^ Mice

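Plasma EVs from 28 mice were sequenced, with 1 library per mouse, in 4 groups: WT control (n = 6), WT NMES (n = 6), Kl HET control (n = 8) and Kl HET NMES (n = 8). Kl HET mice carry 1 disrupted copy of Kl, the gene for the aging-related hormone and co-receptor KLOTHO. NMES mice received 5 sessions of 2 sets of 10 stimulations per leg at 9 mA, 150 µs and 50 Hz under 2.5% isoflurane, and control mice received the anesthesia alone. Blood was taken 24 h or less after the last session, and EVs were purified from 400 µL of plasma with a column kit. Small RNA libraries were sequenced as single-end reads, which the authors aligned with STAR 2.5.3a and counted per annotated non-coding RNA with COMPSRA 1.0.3. The deposited table holds these raw counts for 15384 circRNAs, 1240 miRNA entries (mature arms and precursors), 464 tRNAs, 864 snoRNAs and 753 snRNAs.
Counts per library ranged from 693735 to 3389206 (median 848137) in WT control, from 580603 to 1794243 (median 1056477) in WT NMES, from 764816 to 1574440 (median 1042480) in Kl HET control and from 531261 to 998236 (median 829377) in Kl HET NMES. miRNAs received 8992 to 96496 counts per library (median 20379), which limits what can be detected among the less abundant ones. Differences between groups were tested with edgeR's quasi-likelihood test in each RNA class by itself, after TMM normalization and removal of RNAs with low counts, and p-values were adjusted by the Benjamini-Hochberg method. Standard errors given with edgeR results were back-calculated from its F statistic. The direction of each difference follows the treatment labels of the deposited libraries. All 4 groups entered 1 fit, which covered 7008 circRNAs, 129 miRNAs, 341 tRNAs and 93 snoRNAs and snRNAs.
Some libraries stood apart from their groups. Kl HET control library J3517 had 65.7% of its miRNA counts on miR-8117, and its log2 circRNA profile correlated with those of the other Kl HET control libraries at a median r of 0.276, against 0.774 to 0.842 for the rest. WT control library A3206 held the highest total of all libraries and had 63.3% of its counts on tRNAs. By circRNA counts, libraries also formed subsets within some groups (chi-square per degree of freedom between 2 libraries, rising with difference and depth). In WT control, A3198, A3200 and A3204 gave 11.9 to 17.0 among themselves. A3202, A3206 and A3208 gave 18.5 to 21.8, and pairs across these sets 42.8 to 54.9. In Kl HET NMES, J3512, J3519 and J3537 gave 6.84 to 8.86, J3524, J3514 and J3531 15.0 to 15.6, and pairs across 30.2 to 39.7. No fit included these subsets, and their cause was not tested.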

To better understand how NMES treatment affects plasma EV non-coding transcriptomics, we isolated EVs from plasma after NMES and generated small non-coding RNA-seq libraries (ncRNA). EV characterization indicated successful isolation and no significant size and concentration difference between genotypes nor exercise conditions (Figure S3). 

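At 1 count or more, the number of RNAs detected per library differed little between NMES and control mice in each RNA class. A library from an NMES mouse held 10742 ± 456 circRNAs with at least 1 count, and one from a control mouse 10840.1 ± 556 (SD, n = 14 each; permutation test, p = 0.62). For miRNAs the numbers were 270.1 ± 26.7 with NMES and 303 ± 102 in controls (p = 0.27, same permutation test), and for tRNAs 402 ± 15.1 and 411 ± 11.1 (p = 0.080, same permutation test). snoRNAs, which guide chemical modification of other RNAs, numbered 122 ± 30.8 and 142 ± 94.1 (p = 0.56, same permutation test), and snRNAs, the RNAs of the spliceosome, 147 ± 23.4 and 157 ± 30.7 (p = 0.35, same permutation test).
Within WT mice the circRNA numbers were 10802 ± 666 and 10988 ± 586 (SD, n = 6 each; exact permutation test, p = 0.63), and within Kl HET mice 10697 ± 252 and 10729 ± 545 (SD, n = 8 each; exact permutation test, p = 0.90). Among RNAs with at least 1 count, the comparison of snoRNAs in WT mice had an unadjusted p under 0.05, at 109 ± 16.6 with NMES and 178 ± 125 in controls (SD, n = 6 each; exact permutation test, p = 0.039, adjusted p = 0.33), where control library A3206 held 433, and p was 0.10 with all libraries thinned to the smallest total and 0.31 at 5 counts or more. At 5 counts or more, tRNAs numbered 342.6 ± 26.7 with NMES and 361.7 ± 15.0 in controls (SD, n = 14 each; permutation test, p = 0.027), and at 1 count or more p was the 0.080 given above. Without library A3203 the former difference of -19.1 was -15.8 (permutation test, p = 0.056). With libraries thinned to the smallest total, the tRNA difference at 1 count or more was 4.43 (permutation test, p = 0.60).
Counting each RNA once per treatment, 14575 of 15384 circRNAs had a count in at least 1 NMES library and 14683 in at least 1 control library. The same tally was 785 and 922 of 1240 miRNA entries, 454 and 459 of 464 tRNAs, 538 and 677 of 864 snoRNAs, and 485 and 535 of 753 snRNAs. With libraries thinned to the smallest total it was 14260 and 14312 circRNAs, 688 and 678 miRNA entries, 452 and 449 tRNAs, 431 and 448 snoRNAs, and 388 and 375 snRNAs. Total miRNA counts averaged 4.25 ± 0.117 on the log10 scale with NMES and 4.44 ± 0.285 in controls (SD, n = 14 each; permutation test, p = 0.028, adjusted p = 0.23 over 11 comparisons of library totals and numbers detected), and in both WT (exact permutation test, p = 0.058) and Kl HET mice (exact permutation test, p = 0.20) the NMES mean was lower. This difference depended on single control libraries. The pooled p was 0.056 without A3206, 0.054 without J3517 and 0.053 without J3578 (same permutation test), the WT difference went from -0.238 to -0.147 without A3206, and the Kl HET difference from -0.154 to -0.091 without J3517 and to -0.097 without J3578. Total tRNA counts in Kl HET mice averaged 5.06 ± 0.164 on the log10 scale with NMES and 5.38 ± 0.278 in controls (SD, n = 8 each; exact permutation test, p = 0.013, adjusted p = 0.28 over 22 comparisons within genotypes). In WT mice they differed by -0.087 (exact permutation test, p = 0.73). Such totals depend on sequencing depth as well as on RNA content. As a share of a library's counts, miRNAs made up 2.05% ± 0.307 with NMES and 2.75% ± 1.04 in controls (SD, n = 14 each). In Kl HET mice tRNAs made up 15.3% ± 6.85 and 25.0% ± 12.9 (SD, n = 8 each). These 2 shares were not tested. All tests were two-sided.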

Alignment data from both treatments indicate that detected ncRNA readability is similar between NMES and control conditions (Figure 4A and Supplemental Table S2). As with muscle, we first determined the effect of treatment combining both genotypes. 

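Across both genotypes, let-7d-5p, a member of the developmental let-7 family, had the smallest p of the 129 miRNAs tested for a difference between NMES and control. Its level was 820 ± 388 CPM (counts per library scaled to a common total) in libraries labelled NMES and 1667 ± 1317 in control libraries (SD, n = 14 each), a log2 difference of -1.09 (standard error 0.31), and 12 of 14 NMES libraries lay below the control median. miR-139-3p was lower by a log2 difference of -0.91 (standard error 0.39), also in 12 of 14 NMES libraries, and mir-133a-2, a precursor of the muscle miRNA miR-133a, by -2.58 (standard error 0.81), again in 12 of 14. Higher levels were seen for the precursor mir-5126, with a log2 difference of 0.92 (standard error 0.31), and for miR-6538, with 0.86 (standard error 0.31), each above the control median in 12 of 14 NMES libraries.
None of these differences passed the correction for 129 tests (adjusted p = 0.18 for let-7d-5p, mir-133a-2 and mir-5126, 0.19 for miR-6538 and 0.22 for miR-139-3p, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). At an adjusted p under 0.05, edgeR called 0 miRNAs and DESeq2 on the same miRNAs also 0. At an unadjusted p under 0.05, edgeR gave 6 higher and 16 lower miRNAs, and DESeq2 6 and 8. Control library J3578 held far more mir-133a-2 (20662 CPM) than the next control library (1023 CPM), and without it mir-133a-2 had too few counts to be tested. Without WT control library A3200 the log2 difference of miR-139-3p was -0.59 (adjusted p = 0.47, edgeR). Without control library A3206, in which let-7d-5p stood at 5923 CPM, its log2 difference was -0.53 (adjusted p = 0.28, edgeR).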

The heatmap shown in Figure 4B illustrates differentially enriched miRNA for all NMES versus all control conditions and shows similar directionality between WT and Kl^HET^ comparing all NMES and all control samples. Using the DEG miRNA from Figure 4B, DAVID GO term analysis was conducted, finding that the top regulated processes likely modified by EV contents include long-term synaptic potentiation, cellular response to lipopolysaccharide, and cellular response to amino acid stimulus (Figure 4C). Then, miRNA from Figure 4B was aligned to potential gene matches using miRDB to identify GO term categories of the top regulated processes. 

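Mature let-7d-5p, a miRNA of 22 nt, has the sequence AGAGGTAGTAGGTTGCATAGTT, which occurs once in its precursor at bases 16 to 37, counted from the 5′ end. The gene Mirlet7d lies on the minus strand of chromosome 13 of GRCm38.p6, from 48536012 to 48536114, within an exon of the long non-coding RNA 6720427I07Rik. Of 10 mature let-7 miRNAs listed, 8 had enough counts to be tested, and all 8 were lower in libraries labelled NMES when both genotypes were combined, with a median log2 difference of -0.50. None of the 8 passed the correction over all tested miRNAs, and 1, let-7d-5p, did when adjusted over the list alone.
let-7a-5p followed with a log2 difference of -0.64 (standard error 0.27, unadjusted p = 0.023, edgeR quasi-likelihood test) and lay below the control median in 11 of 14 NMES libraries. A competitive set test with a preset correlation of 0.01 (camera) placed the family below the other miRNAs (adjusted p = 0.010 over the miRNA lists; adjusted p = 0.64 with an estimated correlation), and the rotation test fry gave an adjusted p of 0.29. WT control library A3206 held the most let-7f-5p, let-7a-5p and let-7g-5p of all libraries (116494, 57905 and 38108 CPM). Without it the family median was -0.09, with 3 members higher and 5 lower (camera, adjusted p = 0.40; adjusted p = 0.73 with an estimated correlation), and let-7a-5p differed by -0.26. The family's members differ by few bases, so that short reads can be shared between them.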

A STRING diagram was created utilizing the shared *let-7d* and aligning with the representative GO term “insulin-like receptor signaling” (Figure 4D). Genes such as *Insr* and *Igfr,* which directly modify metabolic and immune function, were noted [39]. We then explored how WT and Kl^HET^ mice reacted individually to the treatment by comparing the NMES group to the control in each genotype. 

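let-7d-5p was lower in libraries labelled NMES in each genotype, without passing the correction in either. This direction is opposite to the paper, which gives let-7d-5p as upregulated in each genotype. In WT mice it stood at a mean of 688 CPM with NMES (range 348 to 939) and 1784 in controls (range 444 to 5923; n = 6 each; log2 difference -1.39, standard error 0.47, adjusted p = 0.081, edgeR quasi-likelihood test), and 6 of 6 NMES libraries lay below the control median. In Kl HET mice it stood at 919 ± 468 and 1579 ± 458 (SD, n = 8 each; log2 difference -0.78, standard error 0.41, adjusted p = 0.53, edgeR), and 7 of 8 NMES libraries lay below the control median. Tested by itself on log2 CPM, it gave p = 0.10 in WT and p = 0.0085 in Kl HET mice (exact permutation tests, two-sided). These p-values are not adjusted, and let-7d-5p was chosen from the same libraries, so that they are no independent evidence. Without library A3206 the WT log2 difference in the edgeR fit was -0.36 (adjusted p = 0.90).

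**Figure D1:**
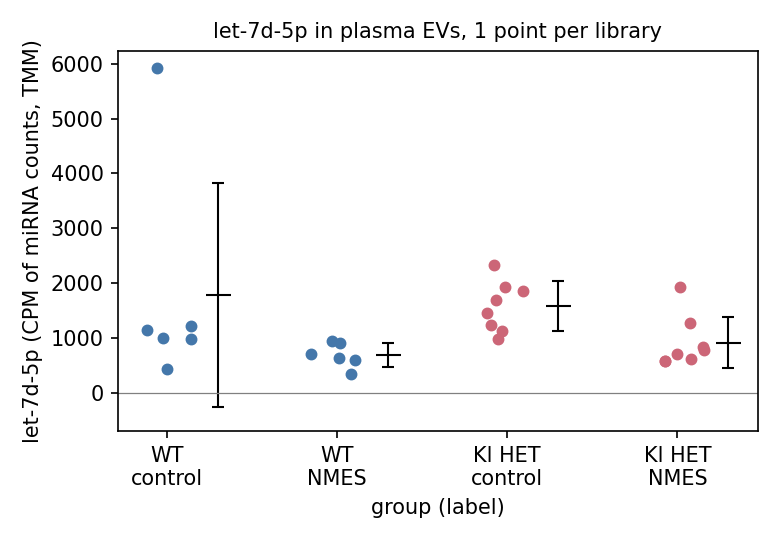
Level of let-7d-5p in each plasma EV library, in CPM of all mature and precursor miRNA counts after TMM normalization, for WT and Kl HET mice with and without NMES. Points are libraries, and bars show the mean and SD (n = 6 per WT group, n = 8 per Kl HET group). The highest point, 5923, is WT control library A3206, and the other 5 WT control libraries lie between 444 and 1212.

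In Kl HET mice 6 miRNAs were lower and none higher in libraries labelled NMES at an adjusted p under 0.05. miR-221-3p, which is abundant in endothelial cells and platelets, had a log2 difference of -2.85 (standard error 0.72, adjusted p = 0.017, edgeR) and was below the control median in 8 of 8 libraries. The precursor mir-133a-2 had -4.10 (standard error 1.09, adjusted p = 0.017, edgeR), below it in 7 of 8. The other 4, mir-6240, mir-6236, miR-8109 and miR-8117, had log2 differences of -5.35, -2.71, -6.43 and -8.46 and lay below it in 5, 6, 2 and 5 of 8 libraries. Without library J3517, miR-221-3p and mir-133a-2 were still called. The other 4 were not called without it, with log2 differences of -0.24 for mir-6240 and -0.66 for mir-6236, and miR-8109 and miR-8117 turned to 1.83 and 2.84. DESeq2 on the same miRNAs called 1 miRNA, lower, and gave 1.82 for miR-8109, and edgeR called 0 with library size alone as scaling and 0 with only the groups compared. Without Kl HET NMES library J3537 none of the 6 was called. Control library J3578 held the highest levels of miR-221-3p and mir-133a-2, with 16741 CPM of miR-221-3p. Control library J3549 came next with 12845 CPM of miR-221-3p, and the other Kl HET control libraries held 110 to 2547. Without J3578 miR-221-3p had a log2 difference of -2.13 (adjusted p = 0.10, edgeR) and mir-133a-2 no longer had enough counts to be tested.
In WT mice edgeR called 0 miRNAs at an adjusted p under 0.05 and DESeq2 1 higher and 2 lower, while 3 higher and 19 lower had an unadjusted p under 0.05 in edgeR. The smallest p belonged to miR-128-3p, a miRNA abundant in neurons, with a log2 difference of -3.70 (standard error 0.98, adjusted p = 0.069, edgeR) and 4 of 6 NMES libraries below the control median. This difference rested on library A3206, with 116380 CPM, while the other 5 WT control libraries held 1611 to 2565 and the NMES libraries 1043 to 2372. Without A3206 it was -0.21 (adjusted p = 0.93, edgeR). In Kl HET mice the corresponding numbers in edgeR were 1 higher and 13 lower. No miRNA was on the lower side in both genotypes, where 1.91 were expected by chance (Fisher's exact test, p = 0.21), or on the higher side in both. DESeq2 with all miRNA entries and only the libraries compared gave 19 lower miRNAs in WT and 10 in Kl HET mice at an unadjusted p under 0.05. These shared 1, let-7d-5p, where 0.319 were expected by chance among the 595 tested in both (Fisher's exact test, p = 0.28).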

Despite the minimal overlap in miRNAs beyond let-7d-5p, which contributes to inflammatory responses (Figure 4E), a larger pattern of functional overlap emerged in Figure 4F [40]. Figure 4F indicates overlap in functional categories associated with differentially enriched miRNAs, such as response to oxygen levels and long-term synaptic potentiation. Supplemental analysis of circRNA plasma signatures is included in Supplemental Figure S4.

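Levels of 7008 circRNAs, closed RNA loops formed by back-splicing of exons, were compared between NMES and control EVs. In WT mice and in both genotypes together edgeR called 0 of them at an adjusted p under 0.05, and DESeq2 also 0. In Kl HET mice 11 were higher and 136 lower in libraries labelled NMES. mmu_circ_0002201 had a log2 difference of -8.58 (standard error 1.56, adjusted p = 0.017, edgeR quasi-likelihood test), at 6.79 ± 4.63 CPM with NMES and 2683 ± 7479 in controls (SD, n = 8 each), and lay below the control median in 7 of 8 libraries. mmu_circ_0006786 had -7.43 (standard error 1.47, adjusted p = 0.017, edgeR), also in 7 of 8. mmu_circ_0008742 had 3.30 (standard error 0.67, adjusted p = 0.017, edgeR), at 272 ± 468 and 27.1 ± 14.4 CPM, and lay above the control median in 8 of 8. The files do not pair circRNAs with host genes, so that the genes behind them are not named.
mmu_circ_0002201 had 6813 counts in Kl HET control library J3517 and 86 in the next library, and without J3517 it and mmu_circ_0006786 differed by -2.49 and -1.48. Kl HET NMES library J3531 held 869 counts of mmu_circ_0008742 and the next library 250, and without J3531 it differed by 2.01 (adjusted p = 0.0499, edgeR). Without J3517, none of the 147 was called. The median log2 difference of the lower circRNAs still tested then shrank from -3.45 to -0.78, while that of the 11 higher ones was 3.28 in place of 3.30, and all 11 kept an unadjusted p under 0.05. DESeq2 on the same circRNAs called 4 higher and 13 lower in the Kl HET comparison with all libraries. At an unadjusted p under 0.05, edgeR gave 189 higher and 596 lower circRNAs in Kl HET mice, 133 and 170 in WT mice, and 167 and 385 in both together, and DESeq2 gave 125 and 168 in WT mice and 168 and 230 in both together. The largest difference in WT mice, a log2 value of 6.62 for mmu_circ_0004863 (standard error 1.27, adjusted p = 0.086, edgeR; above the control median in 5 of 6 NMES libraries), rested on WT NMES library A3203, which held 9072 of its counts while the next library held 134, and was 0.62 without it. No circRNA passed the test of whether the NMES effect differed between genotypes (0 in edgeR and 0 in DESeq2, with 557 and 411 at an unadjusted p under 0.05).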

### 2.4. Effect of NMES on Brain Transcriptome Indicates Little Overlap in WT Compared to KlHET

To evaluate whether NMES treatment affected the brain transcriptome, we performed bulk RNA-seq on the frontal cortex from WT and Kl^HET^ animals and used edgeR to identify DEGs between treatment groups (Figure 5A and Supplemental Table S1). Volcano plots for WT NMES versus WT control in the left panel of Figure 5A and Kl^HET^ NMES versus Kl^HET^ control in the right panel of Figure 4A exhibit the differences in DEGs after NMES treatment (Figure 5A). In WT mice, among the top DEGs upregulated by the treatment were *Oxt*, *Avp*, *Erg*, *Chrm5*, and *Irs4*, which are involved in metabolic function, blood flow, and synaptic plasticity [41,42,43] (Figure 5B left panel). As shown in Figure 5B, these genes were significantly upregulated in WT-NMES vs. control (black bars) but not in Kl^HET^ NMES vs. their control (gray bars on the right), suggesting a genotype-dependent response to NMES. Using a dot plot to represent DAVID GO terms from DEGs in Figure 5A, we discovered no overlap between biological processes associated with the DEG in both genotypes after NMES (Figure 5C). NMES treatment in the WT group indicated upregulated GO terms, including blood vessel morphogenesis (*Edn1*), blood vessel diameter maintenance (*Avp*), and positive regulation of cytosolic calcium ion (*Oxt* and *Calcr*), while Kl^HET^ mice displayed establishment of epithelial cell polarity (*Cyth1*), apoptotic signaling by p53 mediator (*Wwox*), and mRNA processing (*Barx2*, *Lsm7*, and *Stk11*) (Figure 5C, left panel). Downregulated GO terms from WT mice include vesicle-mediated transport (*Copb2* and *Chmp1a*), DNA damage response (*Mgme1*), and ribosome biogenesis (*Ltv1*), while the Kl^HET^ comparison includes extracellular matrix organization (*Vwa1*), collagen fibril organization (*Col3a1*), and positive regulation of interleukin-6 product (*Cd74*); the neurological pathway response to treatment may be genotype-specific (Figure 5C, right panel). Interestingly, the only gene which was upregulated by NMES in both genotypes is *Erg*, a transcription factor that impacts endothelial junction stability and angiogenesis [44]. The only shared downregulated gene is *Vwa1,* which is involved in extracellular matrix organization and the mutation of which results in delayed neuromuscular responses and impaired motor coordination [45,46].

To evaluate the interaction between genotype and exercise condition in the brain, we evaluated DEGs from Kl^HET^ NMES versus WT NMES, with DEGs shown on the volcano plot in Figure 5D. The 375 genes upregulated in Kl^HET^ NMES versus WT NMES were represented by the GO terms apoptotic signaling pathway (*Wwox*), ribosome biogenesis (*Rpf1*), cell cycle processes (*Cdc73* and *Ddit3*), Wnt signaling pathway (*Wwox*, *Cdc73*, and *Ddit3*), and protein ubiquitination (*Kcmf1*) (Figure 5E, upper panel). Downregulated GO terms included translation (*Rpl3*), innate immune response (*Trem2* and *Cd84*), immune response (*Ccr5*), positive regulation of phagocytosis (*Fcrg1*, *Itgam*, and *Fcerg1*), and negative regulation of NLRP3 inflammasomes (*Trem2*). Notably, GO terms downregulated in Kl^HET^ NMES versus WT NMES are predominantly related to immune function, associated with macrophages and microglia. We used published scRNA-seq data to identify microglia- and macrophage-specific DEGs and compared the fold change (NMES vs. control) in WT and Kl^HET^ (Figure 5F) [47,48]. The only significant gene in both NMES and control comparisons is *Trem2*, the deficiency of which was shown to diminish microglia barrier and amyloid plaque growth in AD mouse models [49].

## 3. Discussion

The purpose of this experiment was to elucidate the transcriptomic impact that localized NMES treatment has on brain, muscle, and plasma EV signatures. Within the experiment, we showed that DEGs within stimulated muscle from NMES are related to metabolic functions and cellular structural modifications. In muscle tissue, genes related to insulin regulation and metabolic modification, such as *Agt*, *Lep,* and *Gck* in WT comparisons and *Adipoq*, *Plin1*, and *Rbp4* in Kl^HET^ comparisons, were differentially expressed for the NMES condition compared to the control, indicating a metabolic pathway response similarity between genotypes in local tissue (Figure 2A,D). These genes, specifically *Lep*/leptin and *Adipoq*/adiponectin, are associated with physical activity and therapy in older adults with sarcopenia [50,51]. For example, these genes are present in several processes, including cellular metabolism, energy balance, and inflammation reduction, with LEP resistance leading to weight gain, cardiac inflammation, and hypertension [52]. The upregulation of *Lep* within our data indicates greater LEP production in direct areas of stimulation, thus proposing a metabolically favorable local effect of NMES treatment, which could play a role in weight maintenance for WT organisms but not Kl^HET^ (Figure 2C, left panel). Evaluation of previous work indicates *Lep*’s predominant role in obesity-related disruption of synaptic plasticity due to its strong link to obesity and its strong relationship to insulin-related genes [53,54]. Therefore, ncRNA analysis from plasma samples indicating contents that regulates trafficking content that targets genes like *Lep,* provides support for the conclusion that localized stimulation may impact the release of EV contents to distal organs (Figure 4D). Therefore, our data supports the conclusion that similar biological results are achieved via predominantly different DEG pathways in localized tissue, which is likely a function of KLOTHO deficiency.

While the brain data indicates a response to NMES, which supports the hypothesis that localized NMES has distal effects, a difference in both DEG function and composition is present. Only WT brain data shows enrichment of several genes related to metabolic function, cognition, and blood flow, including *Oxt*, *Avp*, *Otp*, *Calcr*, *Irs4*, *Asb4*, *Chrm5*, *Magel2*, *Glra3*, *Il17rb*, *Cd44*, *Shroom4*, *Rtl4*, *Ghr*, and *Setd5* [41,55,56]. Notably, results of enriched *OXT* and *AVP* induce both insulin and glucagon for increased metabolic functioning, so seeing a modification in brain data from local stimulation indicates promising neurological metabolic benefits from localized activity [57,58]. Importantly, modified brain CD44 levels were related to lipid metabolic benefits in lipid metabolic processes and insulin resistance, commonly associated with obesity, diabetes, and inflammatory disease [59,60]. Given that *Cd44* is downregulated, the role of insulin resistance is decreased, and lipid metabolism is increased, this indicates that the metabolic pathway effects of NMES are consistent in whole-brain tissue and muscle tissue in WT conditions. Importantly, none of these genes are noted as DEGs for Kl^HET^ NMES animals versus the controls, which see very few genes related to glucose metabolic processes, including *Pomc*, *Stk11*, *Gk*, and *Spop*. While previous works have evaluated the role NMES has in muscle mass, heart rate, bone density, and blood glucose, our recent findings provide specific genetic support explaining how this treatment has widespread metabolic impact, as exhibited by mRNA and ncRNA between KLOTHO-deficient and WT animals, which is a novel finding [61,62].

Notably, the microglia and macrophage gene data indicate significant differences between KLOTHO-deficient and WT treatment conditions related to immune function, which is strongly tied to neurological disease (Figure 5F) [63]. Our previous data comparing the brain of untreated 9-month-old WT and Kl^HET^ mice demonstrated a significant increase in disease-associated microglia genes (*Apoe*, *Trem2*, *Tyrobp*) in Kl^HET^ mice, suggesting neurodegeneration [14]. Given the significance of TREM2 variants in neurodegenerative disease and impaired microglial functioning, our findings indicate that the interaction between NMES and KLOTHO deficiency may be explained by a dysfunction in signaling processes necessary for immune recovery [49]. The significant downregulation of these immune-related genes in Kl^HET^ NMES versus WT NMES but not Kl^HET^ control versus WT control is consistent with previous exercise studies that note short-term exercise-induced immune stress as a means of strengthening the immune system in the long term [64]. Given sample collection less than 24 h following the final round of treatment, the difference between Kl^HET^ and WT animals is likely indicative of the interplay between KLOTHO deficiency and localized exercise treatment on the brain. This result provides support for the argument that NMES differentially metabolically impacts KLOTHO-deficient models in the brain.

GO term analysis of both muscle and brain mRNA indicated genetic modifications for processes involving structural elements like muscle sarcomere organization and blood vessel organization, which indicates metabolic benefits to NMES treatment. Within the muscle data, there is an upregulation of muscle adaptation for all NMES mice, which indicates muscular growth as a result of exercise-induced contractions (Figure 2B) [65]. Specifically, the upregulated genes *MYBPH*, *MYH6*, and *MYOM2,* which regulate myosin binding, indicate that sarcomere re-organization from NMES increases myosin binding to allow for muscle contractions, which increase muscle strength and size [66]. Increased muscular strength related to fast-twitch muscles in the EDL has been reported by previous NMES trials, so our results support a genetic modification mechanism for structural change to achieve increased metabolic action [67]. Additionally, the downregulation of angiogenesis, which is associated with modifications in capillary regression and metabolic diseases like type 2 diabetes, in both WT and Kl^HET^ conditions supports this finding [68,69]. Notably, upon comparing GO terms from each genotype as stratified by treatment condition, similar muscular structural benefits were present by genotype. Both treatment and control conditions for Kl^HET^ saw an upregulation in broad structural modifications, like cell adhesion, axon guidance, cell migration, and extracellular matrix organization; the NMES treatment specifically resulted in collagen fibril organization, regulation of cell shape, and actin cytoskeleton organization (Figure 3F). These results indicate that benefits from NMES treatment likely modify muscle structural components differently under KLOTHO deficiency, which is a novel finding. However, comprehensive histological analysis of muscle tissue was not performed within the scope of this experiment.

Genes related to brain vasculature differences emerged between genotypes upon comparison by treatment. Increased brain vasculature, especially in areas for memory consolidation, as in hippocampal vascularization, has been shown to improve cognitive performance [70]. Therefore, the speculative upregulation of blood vessel morphogenesis and blood vessel diameter maintenance from transcriptomic results in NMES treatment conditions as compared to controls signifies a potential blood flow benefit to WT conditions as a result of localized exercise (Figure 5D). However, Kl^HET^ shows GO term downregulation of collagen fibril organization, and considering its regulatory role in maintaining vascular stiffness and strength, this transcriptomic response could be an indication of vasculature modification via NMES exercise (Figure 5D) [71]. Therefore, NMES likely modifies brain vasculature via differing modalities in WT and Kl^HET^ animals. The structural differences could be explained by the previously established role of KLOTHO deficiency in cranial vascular calcification, necessitating different modalities for blood flow [72,73]. The similarity of certain functions with a difference in gene expression may be partially explained by the shared upregulated gene (*Erg)*. Commonly known as a master transcription factor, *ERG* promotes transcription factor cascades regulating genes associated with blood flow and BBB structural maintenance via endothelial homeostasis [74].

To assess the contents of the transport mechanism between muscle and brain, we analyzed ncRNA signatures from plasma EVs. 

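Among the other RNA classes, tRNA counts, which in small RNA libraries come largely from tRNA fragments, were lower in libraries labelled NMES where a difference was called. In WT mice, tRNA-Val-CAC-2-1 stood at 351 ± 157 CPM with NMES and 1508 ± 1562 in controls (SD, n = 6 each; log2 difference -2.10, standard error 0.58, adjusted p = 0.070, edgeR quasi-likelihood test), below the control median in 6 of 6 libraries. DESeq2 called 11 tRNAs lower in WT mice, 5 of 10 tested Val-CAC, 4 of 7 Pro-TGG and 2 of 5 Val-AAC genes, and 28 lower in both genotypes together, 12 of 16 Asp-GTC, 6 of 8 Pro-AGG, 5 of 10 Val-CAC, 3 of 3 Pro-CGG and 2 of 5 Val-AAC genes. edgeR called 0 tRNAs in both comparisons, with 44 lower in WT mice and 3 higher and 79 lower in both together at an unadjusted p under 0.05.
In Kl HET mice 54 tRNAs were lower in libraries labelled NMES in edgeR, among them 14 of 16 tested tRNA-Asp-GTC, 11 of 12 tRNA-Gln-CTG, 5 of 5 tRNA-Gln-TTG and 9 of 16 tRNA-Ala-AGC genes. tRNA-Ala-AGC-5-1 had a log2 difference of -5.86 (standard error 1.41, adjusted p = 0.012, edgeR), but only 3 of 8 NMES libraries lay below the control median. Of the snoRNAs and snRNAs, 22 were lower in Kl HET mice, and Gm25052 had a log2 difference of -4.03 (standard error 1.03, adjusted p = 0.0057, edgeR; below the control median in 6 of 8 libraries). Neither class had a call in Kl HET mice without library J3517, which held 77272 CPM of tRNA-Ala-AGC-5-1, or with DESeq2 (0 tRNAs, with 18 higher and 44 lower at an unadjusted p under 0.05, and 0 snoRNAs or snRNAs, with 1 and 3).
The box C/D snoRNA Snord83b stood at 227 ± 326 CPM with NMES and 1308 ± 479 in controls in WT mice (SD, n = 6 each; log2 difference -2.36, adjusted p = 0.16, edgeR), in 6 of 6 libraries below the control median. For snoRNAs and snRNAs, edgeR called 0 in WT mice and 0 in both genotypes together, with 2 and 23 at an unadjusted p under 0.05, and DESeq2 called 1 in each. Of the 341 tested tRNA genes, 143 had counts identical to another's in all 28 libraries, so that calls within a tRNA family are not independent. The called snRNAs Gm23444 and Gm23472 had the same group means and log2 differences, as had Gm23849 and Gm24950. Calls among snRNAs are thus not independent either.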

We chose to focus on miRNA data from this set due to little significance in the other types in response to NMES. However, analysis of circRNA data is included in the Supplemental Results due to its high quantity of EV contents, as demonstrated in Figure 5A, while simultaneously being related to unspecific processes, i.e., phosphorylation, protein phosphorylation, and various protein metabolism and transport functions (Supplemental Figure S4D and Supplemental Table S2). 

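circRNA annotations took a median of 77.7% of the counts of a library, ahead of tRNAs with 18.3%, miRNAs with 2.13%, snRNAs with 0.672% and snoRNAs with 0.0668%. On circRNAs fell 78.4% ± 9.43 of the counts of a library from an NMES mouse and 70.1% ± 14.6 of those of a control library (SD, n = 14 each; permutation test, two-sided, p = 0.083), a difference of 8.29 points that was 5.31 without control library A3206. Total circRNA counts per library were 438590 to 1217847 and averaged 5.84 ± 0.115 on the log10 scale with NMES and 5.87 ± 0.118 in controls (SD, n = 14 each; permutation test, two-sided, p = 0.50). The most counted circRNAs were mmu_circ_0008721, with 22759 ± 8870 CPM of the circRNA counts, and its near duplicate mmu_circ_0008720, with 22742 ± 8865 (SD, n = 28). mmu_circ_0000939 followed with 22248 ± 42088, of which 1 library held 235510, and mmu_circ_0004214 with 22243 ± 9832 (SD, n = 28). Among miRNAs, by CPM of the miRNA counts without TMM normalization, the precursor mir-5119 stood first, with 122926 ± 81139 (SD, n = 28). Among mature arms other than miR-5119 it was followed by miR-148a-3p with 68052 ± 30289.7 and the liver miRNA miR-122-5p with 44860 ± 46627. Next came miR-486b-5p with 36109 ± 18695 and, with nearly the same values, miR-486a-5p with 35623 ± 18499 (SD, n = 28 each).
Reads were shared between circRNA annotations. Of 12851 circRNAs with at least 10 counts in all libraries together, 543 (4.23%) had counts identical to those of another circRNA in all 28 libraries. Among the 6972 with at least 10 counts in at least 6 libraries, 1125 (16.1%) correlated above 0.99 with another on the log2 scale. The files hold counts per annotation, not reads over back-splice junctions, so that linear fragments of the same exons cannot be told from circRNAs.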

Notably, miRNA significant in all NMES versus all control comparisons show similar directionality in both WT treatment comparisons and Kl^HET^ treatment comparisons (Figure 5B). 

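Of the 22 miRNAs with an unadjusted p under 0.05 for NMES against control over both genotypes, 15 (68.2%) differed in the same direction in WT and in Kl HET mice. Of the 22 miRNAs drawn in Figure 4B, 21 had the same direction in both genotypes in DESeq2 with all miRNA entries and only the libraries compared. Over all 129 miRNAs tested in edgeR, 62 (48.1%) did. The direction itself was opposite to the figure for all 22 in the pooled form of that DESeq2 fit. The 14 drawn as higher with NMES were lower in libraries labelled NMES, and the 8 drawn as lower were higher. The log2 differences of the genotypes had a Pearson correlation of -0.234 and a Spearman correlation of -0.082 across miRNAs, and -0.0959 and -0.0126 across circRNAs. Without library J3517 they were -0.173 and 0.00266 across miRNAs and -0.00883 and 0.0381 across circRNAs. When the treatment labels were permuted within each genotype, the Pearson correlation ran from -0.393 to 0.417 for miRNAs and from -0.235 to 0.183 for circRNAs. RNAs in these correlations are not independent replicates, and miRNAs selected on both genotypes together tend to share a direction between them.
Named miRNAs took both courses. mir-5126 was above the control median in 5 of 6 WT NMES libraries and in 5 of 8 of Kl HET mice, and miR-6538 in 6 of 6 and 5 of 8. In contrast, miR-9-5p, a miRNA of neurons and their precursors, was below the control median in 5 of 6 WT NMES libraries and above it in 8 of 8 Kl HET NMES libraries. Its NMES effect differed between genotypes by 7.74 on the log2 scale (standard error 1.83, adjusted p = 0.028, edgeR quasi-likelihood test), and that of miR-128-3p by 4.86 (standard error 1.24, adjusted p = 0.032, edgeR) and that of miR-7a-5p by 3.77 (standard error 1.02, adjusted p = 0.040, edgeR). These 3 were the only miRNAs called in that test, in which 21 had an unadjusted p under 0.05 and DESeq2 called 1. Their levels were highest in libraries A3206 (WT control) and J3537 (Kl HET NMES), and without these the differences were 1.71 (standard error 1.10), 0.32 (standard error 0.50) and 0.88 (standard error 0.61), none with an unadjusted p under 0.05.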

Biological responses such as response to oxygen levels and long-term synaptic potentiation are shared by treatment between genotypes (Figure 4F). The only shared miRNA upregulated in each genotype group was let-7d-5p, which belongs to the let-7 family of miRNAs, which broadly regulate development [75]. 

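The other let-7 miRNAs were looked at in each genotype. In WT mice all 8 tested members were lower in libraries labelled NMES, with a median log2 difference of -1.30. let-7a-5p, let-7g-5p and let-7f-5p differed by -1.35, -1.42 and -1.25 (standard errors 0.41, 0.46 and 0.44) and lay below the control median in 5, 6 and 5 of 6 NMES libraries. In Kl HET mice 5 members were higher and 3 lower, with a median of 0.12. The estimated NMES effect of all 8 was higher in Kl HET than in WT mice, by a median of 1.20, but much of this rested on 2 libraries. Without WT control library A3206 let-7a-5p, let-7g-5p and let-7f-5p differed by -0.66, -0.25 and -0.46 in WT mice. Without A3206 and Kl HET NMES library J3537 the Kl HET median turned to -0.11 and the median difference between genotypes was 0.42 (camera, adjusted p = 0.081; adjusted p = 0.44 with an estimated correlation).
In WT mice none of the 8 passed the correction over all tested miRNAs and all 8 did when adjusted over the list alone (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). camera gave adjusted p = 3.0e-05 for the WT difference (adjusted p = 0.17 with an estimated correlation), 0.90 for the Kl HET difference and 5.4e-04 for the difference between genotypes (adjusted p = 0.19 with an estimated correlation), in which 4 members passed when adjusted over the list alone. Without A3206 alone the WT median was -0.31 (camera, adjusted p = 0.010; adjusted p = 0.29 with an estimated correlation).
The paper states that the miRNAs of the genotypes overlapped little beyond let-7d-5p (Figure 4E), and that the functional categories tied to the differentially enriched miRNAs overlapped more (Figure 4F).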

More recent research indicates that let-7d-5p presence regulates insulin signaling targets, correlates to increased obesity, and induces microglial release of inflammatory cytokines [76,77]. In previous human acute muscular exercise trials, the presence of let-7d-5p was upregulated and correlated with inflammatory responses [36]. Functional overlap in EVs parallels that in muscle, providing support for the argument that localized muscular stimulation creates rejuvenation in plasma. However, distal impacts of NMES across the BBB reveal KLOTHO-mediated functional differences. It is important to note that due to their size, EVs are difficult to isolate, and once isolated, EVs vary in contents [78]. While we provide evidence that EVs were successfully isolated from plasma (Figure S3), we did not perform genetic protein tagging for specific EV contents in vivo [79]. Tracking EVs from their release point in the muscle directly into the plasma and directly up to the choroid plexus without mediation from other organ systems would provide definitive proof for our proposed mechanism. However, these techniques are beyond the scope of our study. Additionally, it is notable that peripheral nerves may be stimulated as a result of NMES, which can influence changes in gene expression related to inflammation [80,81]. However, processes modifying peripheral nerve stimulation are also beyond the scope of our study.

Overall, the results of our study indicate that transcriptomic effects of localized muscular stimulation in the brain are affected by KLOTHO deficiency. While sharing similar biological functions in both muscle mRNA and plasma-derived EV ncRNA, the specific genes and ncRNAs responsible for the same biological processes varied by KLOTHO deficiency status. Brain mRNA data showed both differing biological function and gene expression, indicating diverging biological processes as a consequence of communication with the stimulated area. Therefore, the transcriptomic impacts of localized stimulation diverged as a result of KLOTHO deficiency. These diverging data sets may indicate that future klotho-deficient models may require unique treatment paths to slow neurodegeneration.

## 4. Materials and Methods

Mouse Model: Animal studies were approved by the University of Pittsburgh Institutional Animal Care and Use Committee, governed by regulatory standards from the Guide for the Care and Use of Laboratory Animals and the United States Department of Health and Human Services. Wild-type (WT) and KLOTHO HET (Kl^HET^) mice were internally bred for this experiment and randomly assigned to either the control group or the NMES treatment group. The Kl^HET^ mouse strain used for this research project, B6;129S5-*Kl^tm1Lex^*/Mmucd, RRID:MMRRC_011732-UCD, was obtained from the Mutant Mouse Resource and Research Center (MMRRC) at the University of California at Davis, an NIH-funded strain repository, and was donated to the MMRRC by Lexicon Genetics Incorporated (The Woodlands, TX, USA). Mice were housed in a 75 °C, 12:12 h light–dark cycled room with unrestricted access to standard food and water.

NMES: Electrical stimulation was performed with a Neuromuscular Stimulator (Empi 300 PV, Boston, MA, USA) at 9 mA, 150 μs pulse duration, 50 Hz frequency, and 5 s on/10 s off with 0.5 s ramp up/down, under 2.5% isoflurane anesthesia. Mice were shaved on both right and left hind legs along the sciatic nerve, and exposed skin was coated in O.C.T. compound to ensure proper probe placement and to prevent dermal burns. The double-pronged pen attachment was placed at the piriformis, causing leg extension. NMES was delivered in sets of 10 consecutive stimulations per side, oscillating between each leg after each set, for a total of 2 sets on each leg. NMES mice received treatment every other day for a total of 5 treatment sessions. Perfusions and sample collection occurred 24 h after the final treatment session. Control mice received 15 min of 2.5% isoflurane anesthesia exposure each day the NMES treatment group received stimulation.

Sample Collection and Storage: Avertin-anesthetized mice were perfused with chilled PBS after blood was collected intracardially with an EDTA-filled needle. Blood was centrifuged at 13,000× *g* for 5 min for separation of plasma and downstream processing. The grouping of tibialis anterior (TA) and extensor digitorum longus (EDL) muscles was collected from each leg, along with whole-brain tissue. All samples were snap-frozen in dry ice before long-term storage in −80 °C.

Isolation of EVs from Plasma: Plasma samples were thawed at 4 °C and 400 µL was processed with Norgen Biotek’s Plasma/Serum Exosome Purification kit (CAT# 57400, Thorold, ON, Canada) following the manufacturer’s instructions. Aliquots of EV solution were kept for characterization, and the remaining portion of the solution was immediately used for RNA extraction.

Extracellular Vesicle Characterization: All EVs were characterized by Nanosight NTA software (v 3.4) to determine their size and concentration. EV solution was diluted 1:500 and ran through tubing at 0.02 mL/min. EV protein markers were confirmed with Exo-Check Exosome Antibody Array (SBI EXORAY210B-8, Palo Alto, CA, USA) following manufacturer instructions.

RNA Extraction from EVs: Total RNA was isolated from the 190 µL elution of EV solution with Norgen Biotek’s Exosomal RNA Isolation Kit (CAT# 58000), following the manufacturer’s instructions. Quality and concentration were monitored by the RNA Pico 600 Assay Kit for the Agilent 2100 Bioanalyzer System (5067-1513, Waldbronn, Germany).

Isolation of RNA from Brain: A total of 30 mg of prefrontal cortex tissue was subjected to RLT buffer from RNeasy Mini Kit (Qiagen 74106, Hilden, Germany) with 10% beta-mercaptoethanol added and passed through a 25G needle. The homogenate was transferred to QIAshredder (Qiagen 79656, Hilden, Germany) for further dissociation. The remaining manufacturer protocol was followed to complete the RNA isolation. Quality and concentration were analyzed via RNA Nano 600 kit for Agilent 2100 Bioanalyzer (5067-1511, Waldbronn, Germany).

Isolation of RNA from Muscle: Muscle sections weighing 50 mg were powdered by the addition of N_2_ and manually dissociated via mortar and pestle. QIAzol (Qiagen 5,346,994, Hilden, Germany) was added to the powdered muscle and passed through a 25G needle. Homogenate was added to QIAshredder and the RNeasy Mini Kit protocol was followed for the duration of RNA isolation. Quality and concentration were analyzed via RNA Nano 600 kit for Agilent 2100 Bioanalyzer (5067-1511, Waldbronn, Germany).

RNA Library Generation from EVs: Small non-coding libraries were produced by New England BioLabs’ NEBNext Multiplex Small RNA Library Prep Set (E7300S and E7580S, Ipswich, MA, USA). Library quality was assessed on samples by the High Sensitivity DNA Assay Kit for the Agilent 2100 Bioanalyzer System (5067-4626). Samples were sequenced by the Health Sciences Sequencing Core at University of Pittsburgh Children’s Hospital, Pittsburgh, PA, USA, on the NextSeq 2000 machine generating single-end reads. Data was received in .fastq.gz formatting.

RNA Library from Brain and Muscle Tissue: The extracted RNA was sent to Novogene Co. located in Sacramento, CA, USA, for the generation of total RNA libraries and sequencing on a NovaSeq X Plus Series (PE150) machine. Data was received in .fq.gz formatting.

### 4.1. RNA Alignment and Differential Enrichment

Brain and muscle mRNA data were aligned with Rsubread (v 2.16.1), annotated with the org.Mm.eg.db package (v 3.19.1), and analyzed with edgeR (v 4.0.16) [82]. Gene ontology (GO) terms were generated in DAVID with a *p*-value cut-off of <0.05 for Figure 2 and Figure 4 and a *p*-value cut-off of <0.05, followed by a fold-change cut-off of >0.5 for Figure 3 [83,84]. Non-coding RNA library data were aligned and quality-checked by STAR (v 2.5.3a) and analyzed with COMPSRA (v 1.0.3) and DESeq2 (v 1.42.1). Gene ontology (GO) terms were generated in DAVID with a *p*-value cut-off of <0.05. Selected gene targets were analyzed using miRDB at target score cut-off > 50. Representative gene visualization was created utilizing the STRING interaction network database. Using the muscle mRNA data, Gene Set Enrichment Analysis (GSEA) (v.4.3.2) was conducted [85,86].

### 4.2. Statistical Analysis

Sample sizes are indicated in the legends and correspond to biological replicates. Power analysis was performed to estimate the number of animals (two groups, *t* test, G*Power v3.1) with individual estimated experimental effect size, alpha = 0.05, and 95% power. Figure legends include sample size (*n*) information for each treatment group. EV characterization was analyzed with a two-tailed unpaired *t*-test. Biological function terms were reduced by redundancy utilizing REVIGO, reduce+visualize Gene Ontology (v 1.8.1). Unless otherwise stated, statistical analysis and representation was visualized in GraphPad Prism (v 10.0.3).

## Figures and Tables

**Figure 1:**
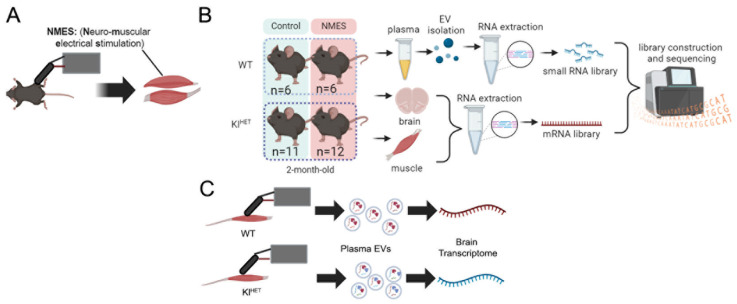
**Study design.** (**A**) Two-month-old WT and Kl^HET^ mice were subjected to NMES on the tibialis anterior and extensor digitorum longus of each leg for two sets of 10 stimulations every other day for five total sessions. (**B**) Experimental groups were assigned, and tissue was collected. Library generation and sequencing occurred with mRNA libraries from the muscle and brain and small RNA libraries from plasma-derived extracellular vesicles (EVs). (**C**) The pictorial experimental results summary indicates similarity in transcriptomic response in the area of stimulation and in EVs, with the results of the brain transcriptome varying. (N: WT 6/group; Kl^HET^ control = 11; Kl^HET^ NMES = 12.) Figures were made using BioRender.com (web-based; accessed 7 August 2025).

**Figure 2:**
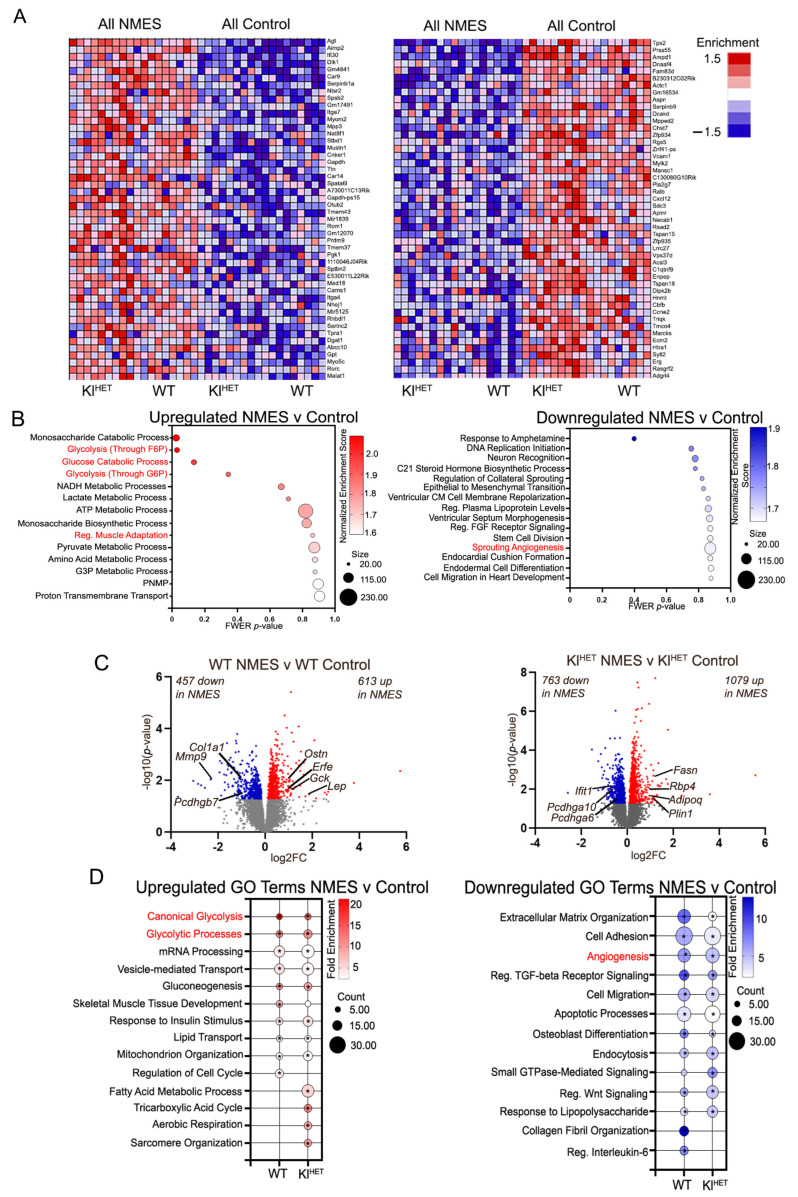
**NMES treatment activates metabolic response in muscle tissue similarly in WT and Kl^HET^ mice**. Gene expression profiling was performed by RNA-seq on muscle dissected from WT and Kl^HET^ mice that underwent NMES treatment, and edgeR was utilized to identify differentially expressed genes between treatment groups. Gene Set Enrichment Analysis (GSEA) was applied to identify top upregulated categories in all NMES vs. all control comparison. (**A**) The heatmap was generated by GSEA and depicts the top up- and downregulated genes from all NMES vs. all control. (**B**) Bubble plots depicting upregulated (**left**) and downregulated (**right**) biological processes from genes in (**A**). (**C**) Volcano plots of DEGs between NMES and controls in WT (**left**) and Kl^HET^ (**right**) at a cut-off of *p* < 0.05. Red denotes significantly upregulated genes, blue denotes significantly downregulated genes, and gray denotes non-significance. (**D**) Bubble plots depicting Gene Ontology (GO) terms for genes from (**C**) with the highest fold enrichment for biological functions, generated using DAVID. Upregulated genes are shown in the right panel and downregulated genes in the left panel. Shown in red font are GO terms overlapping between WT and Kl^HET^ and with GO terms in (**B**). (N: WT 6/group; Kl^HET^ control = 11; Kl^HET^ NMES = 12), * *p* < 0.05.

**Figure 3:**
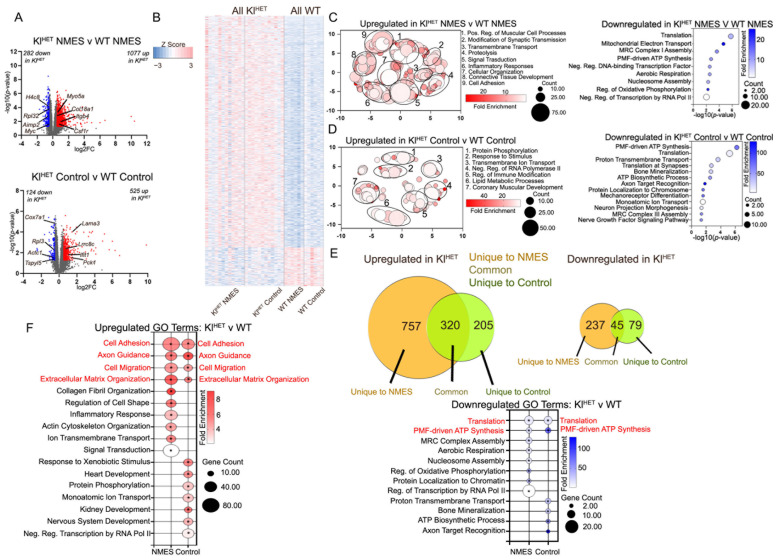
**KLOTHO deficiency significantly affects muscle transcriptome.** Gene expression profiling was performed by RNA-seq on dissected muscle from WT and Kl^HET^ mice that underwent NMES treatment, and edgeR was utilized to identify differentially expressed genes between treatment groups. (**A**) Volcano plots represents differentially expressed genes (DEG) between Kl^HET^ NMES and WT NMES (**upper panel**) and Kl^HET^ control and WT control (**lower panel**) mice at a cut-off of *p* < 0.05 and FC > 0.5. Red denotes significantly upregulated genes, blue denotes significantly downregulated genes, and gray denotes non-significance. (**B**) A heatmap of DEGs. (**C**) REVIGO for upregulated DEGS (**left panel**) and bubble plot for downregulated DEGs (**right panel**) depicting Gene Ontology (GO) terms for biological functions associated with DEGs shown in upper (**A**), generated using DAVID. (**D**) REVIGO for upregulated DEGs (**left panel**) and bubble plot for downregulated DEGs (**right panel**) depicting Gene Ontology (GO) terms for biological functions associated with DEGs shown in lower (**A**), generated using DAVID. (**E**) Venn diagram represents common and unique DEGs in NMES and control mice, as shown in (**A**). Red font indicates GO term overlap. (**F**) Bubble plots depicting GO terms with the highest fold enrichment for biological functions generated using DAVID. Upregulated genes are shown in the right panel and downregulated genes in the left panel. (N: WT 6/group; Kl^HET^ control = 11; Kl^HET^ NMES = 12), * *p* < 0.05.

**Figure 4:**
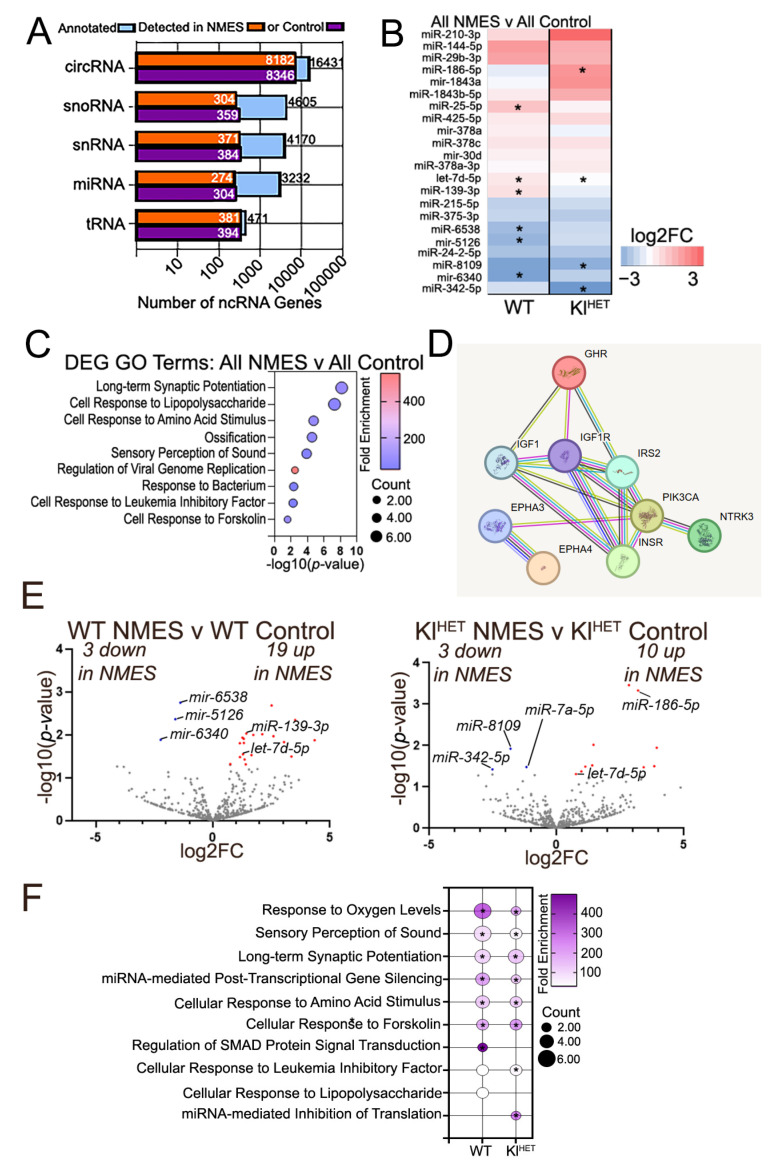
**Functional patterns emerge in RNA signatures of plasma EVs associated with NMES in WT and Kl^HET^ mice.** RNA was isolated from plasma EVs of WT and Kl^HET^ mice after NMES, followed by small non-coding RNA sequencing, to determine changes in EV cargos associated with experimental groups. (**A**) Bar graphs showing the alignment for 5 types of non-coding RNAs detected in EV samples (circRNA, snoRNA, snRNA, miRNA, and tRNA) selected for alignment, with the number of annotations in each treatment group. (**B**) Heat map of fold change in miRNA between all NMES vs. all control demonstrates the similarity of the effect in both genotypes. NMES and control include the respective mice from both genotypes. (**C**) GO terms from DEGs miRNAs shown in (**B**) are visualized. (**D**) STRING interactome for predicted miRNA targeted genes in skeletal muscle GO terms. (**E**) Volcano plots of differentially enriched miRNAs between NMES and control in WT (**left**) and Kl^HET^ (**right**). Red denotes significantly upregulated genes, blue denotes significantly downregulated genes, and gray denotes non-significance. (**F**) GO terms from miRNAs in (**E**) are visualized. (N: WT 6/group; Kl^HET^ 8/group.) * *p* < 0.05.

**Figure 5:**
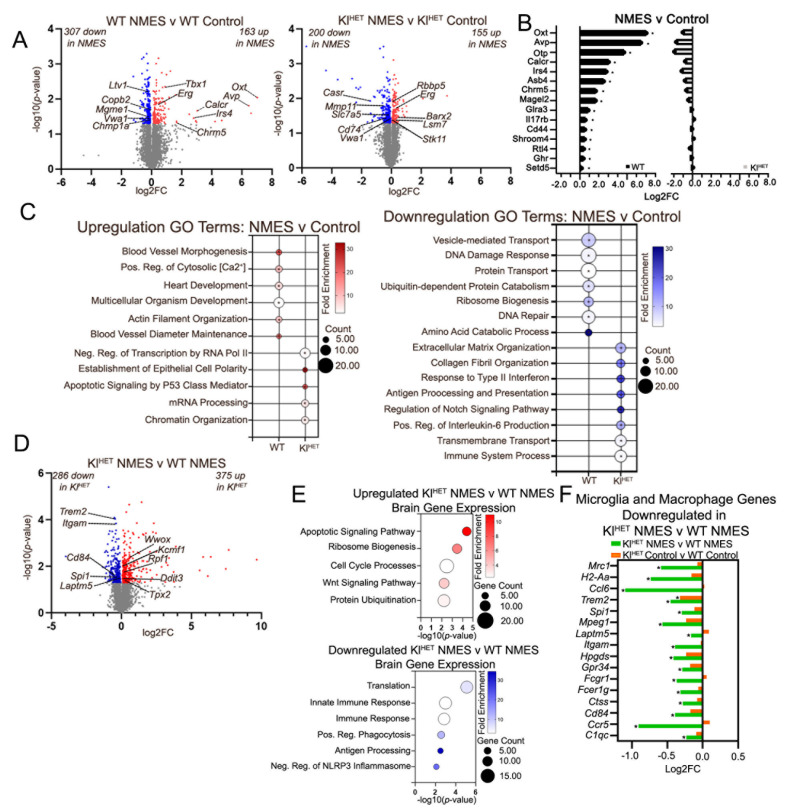
**Effect of NMES on brain transcriptome indicates little overlap in WT compared to Kl^HET^.** Gene expression profiling was performed by RNA-seq on dissected brain from WT and Kl^HET^ mice that underwent NMES treatment, and edgeR was utilized to identify differentially expressed genes between treatment groups. (**A**) Volcano plots represent differentially expressed genes (DEGs) between NMES and control in WT mice (**left panel**) and in Kl^HET^ (**right panel**) at *p* < 0.05. Red denotes significantly upregulated genes, blue denotes significantly downregulated genes, and gray denotes non-significance. (**B**) Bar graph represents selected DEGs from WT-NMES vs. WT-control in both genotypes. (**C**) The bubble plot denotes top GO terms with the highest fold enrichment in each genotype from both upregulated (**left**) and downregulated (**right**) DEGs as generated by DAVID. (**D**) Volcano plots represent differentially expressed genes (DEGs) between Kl^HET^ NMES and WT NMES at *p* < 0.05. Red denotes significantly upregulated genes, blue denotes significantly downregulated genes, and gray denotes non-significance (**E**) Bubble plots depicting Gene Ontology (GO) terms for biological functions associated with DEGs shown in panel (**D**), generated using DAVID. Upregulated terms are shown in the upper panel and downregulated terms in the lower panel. (**F**) Stacked bar graph represents a comparison of fold change in selected microglia and macrophage DEGs downregulated in Kl^HET^ NMES vs. WT NMES. (N: WT 6/group; Kl^HET^ control = 11; Kl^HET^ NMES = 12.) * *p* < 0.05.

## Data Availability

The data that support the findings of this study were deposited to NCBI Gene Expression Omnibus (GEO) database and will be publicly available after the manuscript is accepted. GEO submission number (GSE296704 and GSE296705) and reviewer token (38546153).

## Supplementary Materials

The following supporting information can be downloaded at: https://zenodo.org/records/16862195?token=eyJhbGciOiJIUzUxMiJ9.eyJpZCI6ImE3NjVjYjU5LWE2ZWQtNDAzYi04MmU0LTMyMzVkM2Q5MjAxMiIsImRhdGEiOnt9LCJyYW5kb20iOiJlNzg0NjViODMwNTUxOThiMDQ1MzNiNGEyMDY1NGUyNSJ9.5XNIYjRiKllpvlHwNlAXEx7J-uGk1GKNOyQ9xBcmK4DRxa1FLDuDjz5SRA1owsI-iXHjub-mxOR6YgypuBkedA.

How the deposited data were processed for this re-analysis (not part of the article)

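Small non-coding RNA from plasma EVs was measured in 28 libraries, 1 per mouse, of 6 WT control, 6 WT NMES, 8 Kl HET control and 8 Kl HET NMES mice. Samples were assigned to groups from the labels of the deposited libraries. The authors aligned single-end reads with STAR 2.5.3a and counted them per annotated non-coding RNA with COMPSRA 1.0.3; their processing notes name mm10. The deposited values are whole numbers of at least 0 whose library totals differ, so they were taken as raw counts. The annotation sources, the trimming of adapters and the handling of reads that map to several places are not stated. The table holds 18710 entries (15384 circRNAs, 1240 miRNA entries, 464 tRNAs, 864 snoRNAs, 753 snRNAs and 5 others) with 0 duplicated identifiers. No sample column was left out. Library totals ranged from 531261 to 3389206 counts (median 887415). Muscle and brain data, EV size and concentration, GO terms and predicted targets were not analysed, since the deposited table holds none of them.

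Counts were analysed with R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. The authors used DESeq2 1.42.1 for these data. For each RNA class, entries with low counts were removed with edgeR's filterByExpr by group, library sizes were scaled with TMM, and a quasi-likelihood model with 1 mean per group was fitted to all libraries. The tests were NMES against control in WT, in Kl HET and averaged over both, the difference of the effects between genotypes, and Kl HET against WT within control and within NMES mice. A result was called at a Benjamini-Hochberg adjusted p under 0.05, and counts at an unadjusted p under 0.05, the threshold of the figure legend, are given beside it. snoRNAs and snRNAs shared 1 fit. Standard errors of edgeR log2 differences are the absolute difference divided by the square root of the quasi-likelihood F statistic. They are not direct estimates of the spread between libraries. Where p ties are printed, the adjustment gave the same value to neighbouring tests.

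The design for circRNAs, the rule for named circRNAs and the alternatives for them were chosen before the data were examined. The deposited file was labelled as a circRNA table and turned out to hold all RNA classes, so the same design was extended to miRNAs, tRNAs, snoRNAs and snRNAs after first fits of these classes had been seen. These first fits covered edgeR in 4 classes with and without single libraries, DESeq2 per genotype with several choices of entries, pooled DESeq2 fits and a search over minimum counts for the numbers of detected RNAs. Named miRNAs are those called in a treatment comparison, the 5 highest and 5 lowest by p in each, those in Figure 4B and 4E, the 5 most abundant and the members of miRNA lists with the smallest p. Genotype comparisons of plasma EVs are not shown in the paper's main text or figures, its supplement could not be read, and they stand in the closing section.

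The miRNA lists, also written after the first fits, were the let-7 family (10 miRNAs) and miRNAs known to be abundant in neurons (15), erythroid cells (6), leukocytes and platelets (6), skeletal muscle (6), liver (3) and endothelium (2). They were tested with camera at a preset correlation of 0.01 and at an estimated correlation, and with fry, on the edgeR fit, with Benjamini-Hochberg adjustment over the lists. Lists of host genes were planned for circRNAs and could not be used, because neither the table nor the reference pairs circRNA identifiers with genes. Positions came from RefSeq GRCm38.p6 and GENCODE vM21, in which 105 of 138 miRNA names were matched. Differences in numbers detected and in totals per library were tested with two-sided permutation tests, with 100000 resamples for 14 against 14 libraries and exact within genotypes.

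The procedure was tested on simulated data, drawn independently for each RNA around 1 common profile with the fitted dispersions. The simulation held no outlying library and no shared reads. It made 4, 4 and 1 false circRNA calls (pooled, WT and Kl HET). Real libraries with permuted treatment labels gave up to 134, 5 and 255 circRNA calls, so that the recovery below holds for the simulated setting only. Among 7008 circRNAs edgeR recovered 57% of 2-fold and 92% of 4-fold changes in the pooled comparison, 9% and 69% in WT, and 29% and 85% in Kl HET libraries. Among 129 miRNAs it recovered 40% and 86.7% pooled, 13.3% and 60% in WT, and 26.7% and 73.3% in Kl HET libraries, so that 2-fold changes in single genotypes were mostly below the reach of the test. Read counts are not independent molecules, since the libraries carry no molecular identifiers. Alternatives were DESeq2 on the same entries, TMMwsp, library size alone, TMM over all classes, no filter, a filter of at least 10 counts in at least 6 libraries, a robust fit, only the groups compared, no genotype term, mature arms only, and sets of libraries left out. DESeq2 with all miRNA entries and only the libraries compared was the form closest to the numbers in Figure 4E, and was found after several forms had been tried. For the NMES comparisons and the test between genotypes in each class, and for the genotype comparisons of circRNAs and miRNAs, 100 splits of the same libraries were fitted in the same way, the actual grouping among them and the others drawn with a fixed seed.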

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

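All tests of explanations in this part were chosen only after the results had been seen, except the comparison of circRNA calls with other splits of the libraries.

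Calls between Kl HET NMES and Kl HET control libraries depended on control library J3517, without which 0 of the 147 circRNAs were called (54 to 199 without any other single library). For the lower circRNAs this is in line with 1 library standing apart, since their median log2 difference went from -3.45 to -0.78 without J3517, but not for the higher ones, whose median was 3.28 without it. A few RNAs taking most of the counts of J3517 could contribute. Its 10 most counted circRNAs held 50.2% of its circRNA counts, against at most 40.3% in any other library. Its TMM factor was the lowest of all libraries for miRNAs (0.035), snoRNAs and snRNAs (0.016) and circRNAs (0.27), which raised its scaled levels. For tRNAs (0.34) some libraries had lower factors. With library size alone as scaling, no miRNA, tRNA, snoRNA or snRNA was called in Kl HET mice, and fewer circRNAs were. A response to NMES carried by several Kl HET libraries stays open: 117 of the 134 lower circRNAs tested without J3517 were still lower, 67 of them at an unadjusted p under 0.05, but they were chosen with the same libraries.

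In 3 miRNAs the NMES effect in Kl HET minus that in WT mice passed the test: miR-128-3p (log2 4.86), miR-7a-5p (3.77) and miR-9-5p (7.74). RNA of neural origin in libraries A3206 and J3537 may account for this, since 3 of 4 other neuron miRNAs with at least 10 counts were higher in both than in each other library (miR-138-5p was not), though J3537 held few counts of them. A response to NMES that differs between genotypes stays open: 0 of the 3 had an unadjusted p under 0.05 without these libraries, but all 3 differences stayed positive (log2 0.32, 0.88 and 1.71), and the libraries were left out for their high levels. That 1 library, A3206, stands apart is also in line with the lower let-7 miRNAs in WT NMES libraries, whose median log2 difference shrank to -0.31 without it.

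miR-10a-5p and miR-10b-5p were lower in Kl HET than in WT libraries with and without NMES, a signal in a comparison that the paper's main text does not show. Scaling or a single library does not account for it, since the log2 difference nearest 0 over 168 fits was -1.86 (miR-10b-5p in control mice with TMMwsp scaling). Variants near the Kl locus acting on neighbouring miRNA genes do not account for it either, since 0 of the 2 miRNA genes lie on the chromosome of Kl. Variants acting from there on distant genes were not tested. An effect of the Kl genotype cannot be told from a difference between the mouse series of the genotypes, since 0 identifier series hold both.

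Libraries far from the others of their group by Dixon's test were seen in 17 of 60 groups of values looked at. Its threshold is set to flag about 1 in 20 groups by chance. The groups share libraries and are not independent, so that this rate cannot be set against the 17. WT control library A3206 had 3389206 counts in total (others 693735 to 1256544), 96496 miRNA, 2146595 tRNA, 15995 snoRNA and 65880 snRNA counts, 508 miRNAs and 433 snoRNAs detected, 5923 CPM of let-7d-5p (others 444 to 1212) and 39635 CPM of miR-9-5p (others 68.2 to 777). Kl HET control library J3578 had 3693 snoRNA counts and 250 snoRNAs detected. Library J3517 had 98675 snRNA counts and 1851 CPM of miR-9-5p (others at most 537), a level raised by its TMM factor of 0.035 for miRNAs. WT NMES library A3203 had 9482 circRNAs (others 10944 to 11378) and 357 tRNAs detected. Kl HET NMES library J3519 had 195 snRNAs detected. Kl HET NMES library J3537 had 17522 CPM of miR-9-5p (others 260.1 to 2092).

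Among tRNAs, the NMES effect differed between genotypes in 9, all of the family Ala-AGC, and in 0 without J3517. Genotype comparisons, which the paper's main text does not show for plasma EVs, gave 32 miRNAs and 191 circRNAs between the control groups and 4 miRNAs and 125 circRNAs between the NMES groups. The 191 circRNAs became 24 without A3206, 51 without J3517 and 5 with only the groups compared, and 20 of 100 splits of the libraries reached as many, so that chance cannot be excluded for this number of calls. At an unadjusted p under 0.05 there were 1066, which 2 of 100 splits reached, the actual grouping among them (highest other 1367). This measure was taken up only after the results had been seen, and chance cannot be excluded for it either.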

How the results depend on the processing

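Alternatives that leave out named libraries, and all alternatives for RNA classes other than circRNAs, were chosen only after the results had been seen. No paired analysis was possible because the groups share no replicate numbers. A number of RNAs or calls was taken as kept if equal to the main one, also where neither fit had a call, or within 1.5 times of it. Differences per library were kept if their direction and side of the threshold stayed. Correlations were kept if they moved by less than a set fraction of their range under permuted labels. Of these, 143 values were kept under alternatives, 24 became stronger, 41 weaker, 3 reversed and 1 moved. Without 1 library, 440 were kept, 19 became stronger and 45 weaker. For single miRNAs and lists, 232 kept their direction and side of the threshold, 4 became stronger, 40 weaker and 9 reversed. Without 1 library, 550 of them kept both, 2 became stronger, 29 weaker and 4 reversed. let-7d-5p was lower in libraries labelled NMES in every fit. The values below are those that moved, and the cause was not tested unless fewer entries or libraries are named. With these depths and group sizes, 2-fold changes within a genotype were mostly missed in simulated data, for circRNAs as for miRNAs. Host gene alternatives and lists were not run, since circRNAs carry no host genes, and no library was shallow enough for the planned exclusion by depth.

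DESeq2 on the same entries called 17 circRNAs in Kl HET mice (edgeR 147) and 113 between control groups of the genotypes (191). For miRNAs it called 3 in WT mice (0), 1 in Kl HET mice (6), 1 in the test between genotypes (3) and 9 between the NMES groups (4), with 14 at an unadjusted p under 0.05 for both genotypes together (22). For tRNAs, snoRNAs and snRNAs it called 29 for both genotypes together (0), 12 in WT (0) and 0 in Kl HET mice (76), and miR-8109 in Kl HET mice turned to a log2 difference of 1.82 (-6.43). DESeq2 with all miRNA entries and only the libraries compared gave 1.81 for it, 0 miRNAs in Kl HET mice and 16 between control groups (32).

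Library size alone gave 11 circRNAs in WT (0) and 37 in Kl HET mice, 81 between control groups and 60 between NMES groups (125); 0 miRNAs in Kl HET mice, 1 in the test between genotypes and 14 between control groups; 6, 10 and 8 miRNAs at an unadjusted p under 0.05 for both genotypes (22), WT (22) and Kl HET mice (14); and 0 tRNAs, snoRNAs and snRNAs in Kl HET mice. TMMwsp gave 8 miRNAs between NMES groups, and TMM over all classes 7 miRNAs in WT mice, let-7d-5p among them (log2 -2.21, adjusted p = 0.043, edgeR). The robust fit gave 79 circRNAs in Kl HET mice and 81 between control groups.

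Without a filter, 19 circRNAs were called in WT mice and 3 between genotypes; 14, 19 and 20 miRNAs for both genotypes, WT and Kl HET mice, 29 between genotypes and 7 between NMES groups, with 124, 185 and 183 at an unadjusted p under 0.05; and 5 and 49 tRNAs, snoRNAs and snRNAs for both genotypes and WT mice. The filter of at least 10 counts in at least 6 libraries gave 48 of these in Kl HET mice. Mature arms only gave 3 miRNAs in Kl HET mice and 9 at an unadjusted p under 0.05. No genotype term gave 4 miRNAs for both genotypes. With only the groups compared, and so fewer libraries, Kl HET mice had 0 circRNAs and 0 miRNAs, and the control groups 5 circRNAs and 20 miRNAs. Per library, circRNAs detected turned from -98.4 to 4.29 at 5 counts or more and to 65.1 with libraries thinned to the smallest total, and miRNAs from -33.2 to 7.43, tRNAs from -9.00 to 4.43, snoRNAs from -20.1 to 0.50 and snRNAs from -10.0 to 3.71 when thinned. tRNAs at 5 counts or more differed by -19.1 (permutation test, p = 0.027).

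Without J3517, Kl HET mice had 0 circRNAs, 2 miRNAs and 0 tRNAs, snoRNAs and snRNAs, and WT mice 7 of the latter; control groups had 51 circRNAs, and NMES groups 196 circRNAs and 7 miRNAs; miR-8117 and miR-8109 in Kl HET mice turned to 2.84 and 1.83. Without A3206, J3517 and J3578 they were 2.56 and 1.47; Kl HET mice had 0 circRNAs, 1 miRNA and 0 tRNAs, snoRNAs and snRNAs; 0 miRNAs were called between genotypes, 21 between control groups and 11 between NMES groups, and 33 circRNAs between control groups; 12 and 9 miRNAs had an unadjusted p under 0.05 for both genotypes and WT; the correlation across miRNAs turned from -0.234 to 0.0216 and that across circRNAs from -0.0959 to 0.0027 (-0.00883 without J3517 alone), and the neuron median for both genotypes from -0.89 to 0.76. That median was 0.85 without A3206. Without A3206 and J3537, 0 miRNAs were called between genotypes, 9 had an unadjusted p under 0.05 in WT mice, and the let-7 median in Kl HET mice turned from 0.12 to -0.11.

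Leaving out 1 library at a time gave 0 to 1 circRNAs in WT mice, 0 (J3517) to 199 in Kl HET mice, 24 (A3206) to 256 between control groups and 60 to 196 between NMES groups. It gave 0 to 9 (A3198) miRNAs in WT mice, 0 (J3537) to 10 in Kl HET mice, 0 to 6 between genotypes, 25 to 36 between control groups and 3 to 7 between NMES groups. At an unadjusted p under 0.05 there were 13 (J3578) to 26 miRNAs for both genotypes, 9 (A3206) to 23 in WT and 8 (J3578) to 21 in Kl HET mice. tRNAs, snoRNAs and snRNAs numbered 0 to 41 (J3523) for both genotypes, 0 to 7 (A3198) in WT and 0 (J3517) to 82 in Kl HET mice. miR-8109 ran from -6.96 to 1.83 in Kl HET and from -0.55 to 0.52 in WT mice, and miR-8117 from -11.35 to 2.84 in Kl HET mice.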

Differences from the paper's values

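The settings for miRNAs, snoRNAs and snRNAs in this part were chosen only after the results had been seen.

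Figure 4A, read by eye, shows about 8200 circRNAs for NMES and about 8300 for control, and at least 1 count in at least 1 library gave 14575 and 14683. Of the alternatives set before the data were examined, at least 10 counts summed over the group (11738 and 11863) and a mean count of at least 1 (11155 and 11246) lie within 1.5 times the figure, and at least 1 count in at least 2 libraries (13503 and 13636) and libraries thinned to the smallest total (14260 and 14312) do not. Figure 4A shows about 300 snoRNAs for NMES and about 360 for control, against 538 and 677, and at least 1 count in at least 2 libraries, an alternative chosen for snoRNAs after seeing the values, gave 303 and 329. It shows about 270 miRNAs for NMES and about 300 for control, against 785 and 922. For miRNAs the mean number per library, 270.1 and 303, and a mean count of at least 1 over the group (262 and 351), both taken up after seeing the values, come to the figure's numbers or within 1.5 times of them. The paper states no minimum count for Figure 4A.

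Figure 4E, read by eye, shows about 3 miRNAs lower in NMES in Kl HET mice at the unadjusted p under 0.05 of its legend. Set beside it with the direction exchanged, edgeR gave 1 higher. The figure's numbers for WT mice match those of edgeR with the direction exchanged, 3 higher and 19 lower in libraries labelled NMES. DESeq2 with all miRNA entries and only the libraries compared, chosen after seeing the values and after several other forms had been tried, gave 3 higher and 19 lower in WT and 3 higher and 10 lower in Kl HET mice, which match the figure's numbers in both genotypes with the direction exchanged.

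The direction of these miRNAs is opposite to that stated in the paper. The paper gives let-7d-5p as upregulated in both genotypes, and in the deposited counts it was lower in libraries labelled NMES, with a log2 difference of -1.39 in WT (standard error 0.47) and -0.78 in Kl HET mice (standard error 0.41), and negative in every setting run. Of the 22 miRNAs in Figure 4B, 14 of 14 drawn as higher with NMES were lower in libraries labelled NMES in the pooled form of the same DESeq2 fit, and 8 of 8 drawn as lower were higher. That form, also chosen after seeing the values, gave 25 miRNAs at an unadjusted p under 0.05, which include all 22 of the figure. The same 22 had the same direction in both genotypes in 21 cases in that fit, while over the 129 miRNAs of the edgeR fit 62 did. let-7d-5p as the only miRNA shared by both genotypes was obtained in the DESeq2 form, on the lower side, and not in edgeR, which shared 0, since the unadjusted p in Kl HET mice was 0.067. That p was under 0.05 in edgeR, in settings also chosen after seeing the values, with at least 10 counts in at least 6 libraries (0.048), with only the groups compared (0.042), without A3206 and J3537 (0.026), and without A3206 (0.032), J3510 (0.039) or J3527 (0.021). At an adjusted p under 0.05, let-7d-5p was called lower in WT mice with TMM over all classes and without A3198.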

Other observations

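Tests of named libraries, of exchanged labels, of circRNA splits between control groups at an unadjusted p, and of miRNA, tRNA, snoRNA and snRNA splits in this part were chosen only after the results had been seen.

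Plasma EVs of Kl HET mice differed from those of WT mice in abundant miRNAs. miR-10a-5p and miR-10b-5p, which are encoded in the Hox clusters, fell in control mice, with log2 differences of -2.21 and -2.10 (standard errors 0.27 each, adjusted p = 6.4e-07 and 8.4e-07, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment) and in NMES mice, with -2.24 and -2.60 (standard errors 0.27 each, adjusted p = 2.3e-07 and 2.3e-08, edgeR). miR-10a-5p ranged from 4275 to 13579 CPM in Kl HET and from 22204 to 52261 in WT libraries, and miR-10b-5p from 2797 to 10968 and from 24763 to 53951, so that 16 of 16 Kl HET libraries lay below the lowest of 12 WT libraries for both. Mir10a lies on chromosome 11 (96317165 to 96317274) and Mir10b on chromosome 2 (74726070 to 74726137), and Kl lies on chromosome 5 (150952607 to 150993817) of GRCm38.p6. In NMES mice the precursors mir-10a and mir-140 also fell, by 3.82 (standard error 0.87, adjusted p = 0.0059, edgeR) and 0.89 (standard error 0.24, adjusted p = 0.028, edgeR), and mir-140 was not called without A3205 (-0.78, adjusted p = 0.15, edgeR) or several other single libraries.

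In control mice 11 miRNAs were higher and 21 lower in Kl HET than in WT EVs. miR-100-5p fell by 2.36 (standard error 0.43, adjusted p = 2.1e-04, edgeR), let-7f-5p by 2.08 (standard error 0.41, adjusted p = 5.0e-04, edgeR) and the endothelial miRNA miR-126a-3p by 0.87 (standard error 0.26, adjusted p = 0.015, edgeR), the last 2 below the WT median in 8 of 8 libraries. Without WT control library A3206 the log2 difference of let-7f-5p was -1.32 (standard error 0.33, adjusted p = 0.0085, edgeR), and that of miR-126a-3p was not called without A3208 (-0.66, adjusted p = 0.092, edgeR) or A3204 (-0.73, adjusted p = 0.071, edgeR). The liver miRNAs moved apart: miR-122-5p fell by 1.52 (standard error 0.54, adjusted p = 0.036, edgeR; 8 of 8 libraries) and miR-192-5p rose by 1.23 (standard error 0.35, adjusted p = 0.010, edgeR; 7 of 8 libraries). miR-122-5p was not called without any 1 of 5 libraries, and differed by -0.97 without A3198 (adjusted p = 0.18, edgeR). Of the 32 miRNAs called between control groups and the 4 between NMES groups, 2 were shared with the same direction, miR-10a-5p and miR-10b-5p. Of the 191 and 125 circRNAs, 19 were shared, and the 191 became 24 without A3206 and 5 with only the groups compared. The mice of the genotypes carry different series of identifiers, so that genotype and cohort cannot be told apart.

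The other lists gave 0 calls over all tested miRNAs in the NMES comparisons. Median log2 differences for both genotypes, WT and Kl HET mice were 0.03, 0.24 and 0.05 for 4 erythroid miRNAs, 0.17, 0.19 and 0.15 for 2 of leukocytes and platelets, 0.14, 0.17 and 0.10 for 2 of muscle, 0.12, 0.43 and -0.30 for 3 of liver, and 0.22, 0.02 and 0.42 for 1 of endothelium. For the 4 tested neuron miRNAs they were -0.89, -3.84 and 1.59 (camera in Kl HET mice, adjusted p = 0.045; adjusted p = 0.82 with an estimated correlation). Without A3206 the WT value was -0.18, and without A3206 and J3537 the Kl HET value was 0.35.

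Treatment may be exchanged between the heat map of Figure 4B and the deposited labels, since 22 of 22 miRNAs read from it differ in the opposite direction in the deposited counts. Whether labels were exchanged in the deposited table but not in Figure 4A could not be decided. The RNA classes share libraries of differing depth, and the figure was read by eye. NMES lies below control in the numbers of RNAs detected in 5 of 5 RNA classes in that figure. It does so in the deposited table too at 1 count or more. For circRNAs and snoRNAs this order held in every setting run, and for miRNAs and snRNAs it turned, as for tRNAs, with libraries thinned to the smallest total. An exchange of labels before both Figure 4A and the table were made was not tested.

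Whether chance can be excluded was tested on 100 splits of the same libraries, the actual grouping among them. For circRNAs, as many were reached in 43 splits for both genotypes (552 at an unadjusted p under 0.05, highest other 1085), 51 for WT (303, highest other 809), 34 for Kl HET calls (147, highest other 255), 48 for the test between genotypes (557, highest other 1092) and 20 between control groups (191 calls, highest other 327), so that chance cannot be excluded there. Between control groups at an unadjusted p under 0.05 it was 2 splits (1066, highest other 1367). Since another split gave more than the actual grouping, chance cannot be excluded for that number either. For miRNAs it was 20 splits for both genotypes (22 at an unadjusted p under 0.05, highest other 35), 13 for WT (22, highest other 26), 15 for Kl HET calls (6, highest other 7) and 31 between genotypes (3, highest other 14), which does not exclude chance either. For tRNAs it was 20 splits (82, highest other 134), 23 (44, highest other 80), 13 (54, highest other 86) and 50 (9, highest other 84), and for snoRNAs and snRNAs 84 (23, highest other 44), 52 (2, highest other 15), 100 (22, highest other 36) and 13 (30, highest other 42), in the order of both genotypes, WT, Kl HET mice and the test between genotypes, so that chance cannot be excluded there. The correlations across RNAs were reached in 87 splits for circRNAs (-0.0959, highest other 0.183) and 88 for miRNAs (-0.234, highest other 0.417). In the genotype comparisons, only the actual grouping reached the miRNA calls in control mice (32, highest other 29) and in NMES mice (4, highest other 1). The same held for the circRNA calls in NMES mice (125, highest other 12). This argues against chance for the calls in NMES mice, as far as 100 splits can show. For the 32 miRNAs in control mice it does not exclude chance, since another split came close, at 29.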
